# Unintended Side Effects of Transformation Are Very Rare in *Cryptococcus neoformans*

**DOI:** 10.1534/g3.117.300357

**Published:** 2018-01-05

**Authors:** Ryan Z. Friedman, Stacey R. Gish, Holly Brown, Lindsey Brier, Nicole Howard, Tamara L. Doering, Michael R. Brent

**Keywords:** Reverse genetics, gene deletion, yeasts, genome sequence, *Cryptococcus neoformans* strain KN99

## Abstract

Received wisdom in the field of fungal biology holds that the process of editing a genome by transformation and homologous recombination is inherently mutagenic. However, that belief is based on circumstantial evidence. We provide the first direct measurement of the effects of transformation on a fungal genome by sequencing the genomes of 29 transformants and 30 untransformed controls with high coverage. Contrary to the received wisdom, our results show that transformation of DNA segments flanked by long targeting sequences, followed by homologous recombination and selection for a drug marker, is extremely safe. If a transformation deletes a gene, that may create selective pressure for a few compensatory mutations, but even when we deleted a gene, we found fewer than two point mutations per deletion strain, on average. We also tested these strains for changes in gene expression and found only a few genes that were consistently differentially expressed between the wild type and strains modified by genomic insertion of a drug resistance marker. As part of our report, we provide the assembled genome sequence of the commonly used laboratory strain *Cryptococcus neoformans var. grubii* strain KN99α.

One of the fundamental techniques of molecular biology is editing a genome by integrating a DNA molecule at a specific site. The goal may be to introduce a new sequence, eliminate an existing sequence, or both. This technique is widely used on both a gene-by-gene scale and a genome-wide scale. The first comprehensive, targeted gene knockout collection was made by replacing 96% of open reading frames in the genome of *Saccharomyces cerevisiae* with a drug resistance cassette (Winzeler *et al.* 1999; Giaever *et al.* 2002; Giaever and Nislow 2014). Since then, deletion collections have been made for *Schizosaccharomyces pombe* (Kim *et al.* 2010; Spirek *et al.* 2010) and *Neurospora crassa* (Dunlap *et al.* 2007; Roche *et al.* 2014), and a collection for *Cryptococcus neoformans var. grubii* is currently under construction. In these organisms, the first step in genome editing is transformation with linear DNA containing a selectable drug resistance marker and targeting sequences on both ends, which are homologous to the flanking regions of the genome sequence to be replaced. Homologous recombination swaps the exogenous DNA for the target DNA, enabling the recombinant cells to survive selection on a drug that is lethal to cells lacking the resistance marker.

Despite the widespread use of transformation, it has long been thought that this process may lead to unwanted, collateral mutations that confound studies of the intended mutations (Shortle *et al.* 1984; Giaever *et al.* 2002; Johnston *et al.* 2002; Scherens and Goffeau 2004). However, the evidence cited in support this claim is circumstantial (see *Discussion*). The worry about transformation being mutagenic has been even greater among researchers making targeted deletions in *C. neoformans*, an opportunistic, pathogenic fungus that is estimated to cause several hundred thousand deaths per year (Rajasingham *et al.* 2017). Transformation of this yeast, which is surrounded by a thick cell wall and a polysaccharide capsule (Srikanta *et al.* 2014), requires biolistic DNA delivery. In this process, DNA-coated gold beads are fired at the cells at high velocity, penetrating both the capsule and the cell wall (Armaleo *et al.* 1990). The violence of biolistic transformation has led to concerns that it may physically damage chromosomes, leading to abnormal karyotypes.

It is important to distinguish between (a) collateral damage from the transformation process itself and (b) mutations that arise after transformation and are selected for because they compensate for a reduction in fitness due to deletion of a gene. There is evidence to support the latter (see *Discussion*), but the former has never been studied directly.

In this paper, we present the first analysis and characterization of the collateral mutations from genetic transformation—and any potential impact on gene expression—using *C. neoformans var. grubii*, strain KN99α (haploid cells). We carried out 23 independent biolistic transformations on *Cryptococcus*, in each of which a drug marker was inserted in an apparently neutral site (J. Lodge, personal communication) on chromosome 11 (Figure 1, left). We characterized these transformants for virulence-related phenotypes that are frequently studied in *Cryptococcus*, carried out RNA sequencing (RNA-seq) on a subset of transformants to identify potential effects on gene expression, and sequenced the 23 genomes to high coverage. As a control for preexisting variation in the freezer stock, we also sequenced 30 nontransformed cultures, each inoculated by selecting single colonies after streaking out of the same freezer vial (Figure 1, right). For comparison, we also sequenced the genomes of six strains in which the same drug markers had been used to delete genes (Figure 1, center).

**Figure 1:**
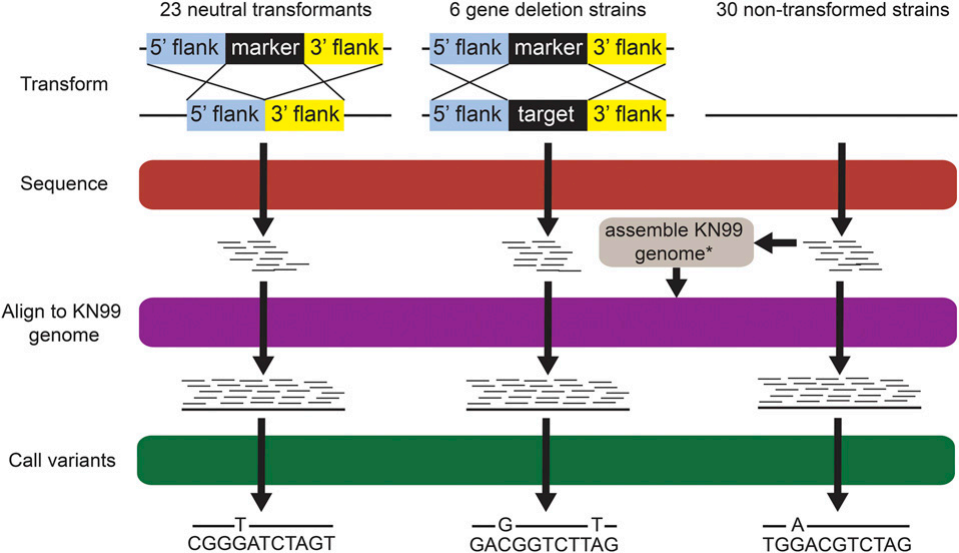
Overview of the study design and procedures. The KN99α genome assembly was guided by the H99α genome sequence, as described in Supplemental Methods in File S2.

The reference genome sequence for *C. neoformans var. grubii* was obtained from laboratory strain H99α (Loftus *et al.* 2005; Janbon *et al.* 2014). Since then, another laboratory strain, KN99α (Nielsen *et al.* 2003), has become increasingly popular, because it is nearly congenic to H99α but exists in both mating types and is competent to mate. As a fringe benefit of our study of transformation, we obtained the genome sequence of strain KN99α, which has not been previously published. We have deposited that sequence, along with annotations transferred from H99α, in public databases, and we provide a brief description of the differences between the KN99α and H99α genomes.

## Materials and Methods

### Cell growth, transformation, and phenotypic assays

Unless indicated otherwise, cells were grown on yeast peptone dextrose (YPD) at 30°, with shaking (∼230 rpm) for liquid cultures. Biolistic transformation was performed as previously described (Toffaletti *et al.* 1993) for genomic integration of marker cassettes (“neutral transformations”) and for gene deletion [as in Maier *et al.* (2015)]. For phenotypic assays, 5 aliquots of 10-fold serial dilutions were spotted and incubated at 30 or 37° on medium containing various stressors. (Details of these and other procedures are provided in Supplemental Material, Supplemental Methods in File S2.)

### RNA-seq and gene expression analysis

Strain growth, RNA isolation, and RNA-seq library preparation were performed as in Gish *et al.* (2016) in biological triplicate, and libraries were sequenced on an Illumina HiSeq 2500. Genes were analyzed for differential expression using DESeq 1.24.0 (Anders and Huber 2010); a gene was considered consistently differentially expressed in a strain if its adjusted *P*-value was <0.01 in all triplicate sets and its expression level changed by two-fold or greater in at least one of the triplicate sets compared with the control.

### Genome sequencing

Genomic DNA was isolated and libraries prepared as detailed in the Supplemental Methods in File S2, with sequencing on an Illumina HiSeq 2500 to obtain paired-end 101 bp reads.

### Genome read alignment

Genome sequencing reads were aligned to the reference genome sequence using both Bowtie 2.2.5 (Langmead and Salzberg 2012) and BWA-MEM 0.7.12 (Li 2013) with default parameters. PCR duplicates were removed using the rmdup command from SAMtools 1.3 (Li *et al.* 2009).

### Copy number variant calling

Copy number variants (CNVs) were called with CNVnator 0.3.2 (Abyzov *et al.* 2011) using default parameters, based on both Bowtie2 and BWA-MEM alignments. Each CNV is assigned a mean depth of coverage relative to the genome-wide depth of coverage. CNVs were considered duplications if the read depth was at least 1.9 times the genome-wide average for the strain. CNVs were considered deletions if the normalized depth was no more than 0.25 times the genome-wide average. All CNVs that overlapped with repeats identified with RepeatMasker 4.0.5 (Smit *et al.* 2013) using default parameters were discarded.

### Structural variant calling

Reads from BWA-MEM alignments were processed through SAMBLASTER 0.1.24 (Faust and Hall 2014) to separate discordant read pairs and split reads from all other reads. The split and discordant reads were input to LUMPY (Layer *et al.* 2014) with default parameters to call structural variants.

### SNP and indel calling and analysis

After alignment, the nonsplit, concordant read pairs were filtered with a mapping quality threshold of 1 for BWA-MEM and 42 for Bowtie2. These thresholds eliminate reads that align equally well to multiple locations in the reference sequence, such as in low complexity and/or repetitive regions. Next, Freebayes 1.1.0 (Garrison and Marth 2012) was used with the parameter -p 1 to call single-nucleotide polymorphisms (SNPs) and indels on Bowtie2 and BWA-MEM alignments. Only high-quality polymorphisms (*P* < 10^-7^) were kept. See Supplemental Methods in File S2 for additional details.

### KN99α reference genome construction

Reads from the 30 nontransformed strains were used to produce the KN99α genome sequence as described in Figure S1 in File S1. This sequence is archived as National Center for Biotechnology Information (NCBI) BioSample SAMN06704791.

### Data availability

All genome sequence reads have been deposited in the NCBI Sequence Read Archive under accessions SRS2184920, SRS2220286, SRS2220449, SRS2220125, SRS2220451, SRS2220454, SRS2220455, SRS2220462, and SRS2220463. The KN99α genome sequences and annotations we used are archived at NCBI (BioProject accession PRJNA384617, assembly and annotation accession ASM221672v1, and BioSample accession SAMN06704791). All RNA-seq data has been deposited in the NCBI GEO database under accession GSE104198.

## Results

### Transformation

All transformed strains received cassettes conferring resistance to either geneticin (G418) (Hua *et al.* 2000) or nourseothricin (NAT) (McDade and Cox 2001), which included 1000 bp of the sequence 5′ and 3′ of the genomic region to be replaced (Figure 1). Cells were transformed using a split marker approach (Fu *et al.* 2006; Kim *et al.* 2009), in which the cassette is split across two segments of linear DNA that overlap by 500 bp. Resistance is conferred only when homologous recombination fuses the two overlapping segments and integrates them into the genome, replacing everything between the targeted flanking regions. The linear DNA was coated onto 0.6 µm gold beads and delivered to a concentrated patch of cryptococcal cells on rich YPD medium using a Bio-Rad PDS-1000 high-velocity biolistic particle delivery vacuum system (Toffaletti *et al.* 1993). In 23 of the strains, the cassette was targeted to the same apparently neutral site in the genome (neutral transformants; Figure 1, left). In another six strains, the cassette was targeted to replace the complete open reading frame of a transcriptional regulator (Figure 1, center). These strains were selected from among a much larger set of regulator deletion strains, because RNA-seq data (Maier *et al.* 2015) revealed that their drug resistance cassettes (three G418, three NAT) had unusually high or low expression, suggesting the possibility of multiple marker integration events or partial marker integration. After biolistic transformation, the transformed cells were incubated overnight at 30°, transferred to fresh YPD plates containing the appropriate drug, and grown for a further 48–72 hr; single colonies were then restreaked onto the same medium for growth and analysis. PCR- and sequence-validated strains were frozen down and used for the remainder of this study.

### Phenotypes

The 23 neutrally transformed strains were tested for growth at 37° in the presence of high-salt (1.2 M KCl or NaCl), cell wall or membrane stressors (0.5% Congo red, 0.01% sodium dodecyl sulfate, 0.2% calcofluor white, or 6% ethanol), or host-like oxidative or nitrosative stress inducers (1 mM H_2_O_2_ or 0.5 mM NaNO_2_). They were also tested for the ability to produce melanin when grown on medium containing L-DOPA, a characteristic associated with cryptococcal virulence. Finally, the width of their capsules was measured. No abnormal phenotypes were observed (data not shown).

### Genome sequencing and analysis

We sequenced the genomes of the 23 neutral transformants, six regulator deletion strains, and 30 nontransformed control strains. To obtain the control strains, the same freezer vial was sampled 30 times onto independent YPD plates. After restreaking, a single colony was grown and treated in a way that mimicked the transformation process, except that biolistic transformation was skipped and the drug was omitted from subsequent growth on YPD plates. We extracted genomic DNA from all 59 strains, prepared Illumina sequencing libraries, and obtained paired-end 101 bp reads by Illumina sequencing.

### Sequencing and assembly of C. neoformans var. grubii strain KN99α

The reads from the 30 wild-type control strains were aligned to the H99α reference genome sequence and variants were called. Variants that occurred in all or all-but-one of the nontransformed strains were used to construct a reference genome sequence for KN99α. Attempts to assemble the small fraction of reads that could not be mapped to the H99 reference did not reveal any significant KN99 contigs that failed to map to H99. After completing an iterative alignment and refinement process (Figure S1 in File S1), the gene annotation from H99α was transferred to KN99α, with adjustments dictated by the new sequence. This revealed a 70-bp displaced duplication within a 3′ untranslated region (UTR) and four large deletions. The deletions affect the 5′ UTRs of two genes and eliminate *SGF29* (CNAG_06392) almost completely (Table S1 in File S1). The loss of *SFG29* in the KN99 lineage was recently observed by another group, which attributed the relatively high virulence of KN99 to it (Arras *et al.* 2017). The other major feature of the KN99α sequence was a 285 kb region (chromosome 11:175,000–460,000) that was highly diverged from H99α. Within the diverged region, there were 4301 substitutions (one per 66 bp, *vs.* one per 153,778 bp in the remainder of the genome) and 369 small insertions or deletions (one per 772 bp, *vs.* one per 331,836 bp in the remainder of the genome). The differences from H99α affected 108 of 115 proteins encoded in the variable region. This variable region can be traced to the original creation of KN99α, in which H99α was crossed with a strain derived from clinical isolate 8–1 and then backcrossed to H99α 10 times (Nielsen *et al.* 2003; Janbon *et al.* 2014). The 285 kb divergent region matches the sequence from strain 8-1 and was retained despite the 10 backcrosses to H99α.

### Variants in KN99α

To identify variants within our freezer stock of wild-type KN99α, we aligned the reads from the 30 nontransformed strains to the new KN99α genome sequence and filtered out dubious variants, as described in Supplemental Methods in File S2. At the end of this process, only seven variant sites remained. Six of these fell in the diverged region of chromosome 11 (Table S3 in File S1). At four of these sites there was only a single alternate (*i.e.*, nonreference) allele. At the remaining three sites all 30 genomes differed from H99α, but there was variation within the KN99α freezer population itself (Table S3 in File S1, column “Alt.”). Notably, in each genome a significant fraction of reads supported each allele at the six variant sites on chromosome 11 (Table 1, column “MF”), suggesting variation among the cells in each culture. These appear to be due to genuine ambiguity in the detailed alignments of the reads, as most have secondary alignments that are very near to the primary in genome coordinates and in alignment score. One variant in the 30 nontransformed strains occurred on a different chromosome, was supported by 95% of the aligned reads, and occurred in only one strain (Table 1, “30 Nontransformed”). This appears to be a genuine polymorphism.

**Table 1:** Variant alleles found in 30 control strains (top), 23 neutrally transformed strains (middle), and six gene deletion strains (bottom)

30 Nontransformed										
Chr	Pos	Reference	Alternate	AC	Strain	AO	RO	MF (%)	Gene	Effect
4	574814	TAA	TAAA	1	WT	54	3	95	05155*^a^*	Promoter

23 Neutrally Transformed										
Chr	Pos	Reference	Alternate	AC	Strain	AO	RO	MF (%)	Gene	Effect
2	22453	G(T)_11_C	G(T)_12_C	1	G418_20	10	0	100	06794*^b^*	Intron
2	303154	T	G	1	NAT_40	29	0	100	*STE6**^c^*	Silent
3	422414	C	T	1	NAT_6	48	0	100	*LIV10**^d^*	E508K
14	79613	G	C	2	G418_28	36	0	99	*CAT2**^e^*	Promoter
					G418_47					

Six Gene Deletion Strains										
Chr	Pos	Reference	Alternate	AC	Strain	AO	RO	MF (%)	Gene	Effect
1	1524172	A	C	1	*pkr1∆*	49	0	100	00593*^f^*	Silent
1	2183532	G	T	1	*yrm103∆*	24	0	100	00823*^g^*	Silent
2	1492740	A	G	1	*ssn801∆*	25	0	100	04048*^h^*	V471A
5	410958	G(A)_10_T	G(A)_9_T	1	*pkr1∆*	33	1	97	01397*^i^*	3′ UTR
6	91956	A	G	1	*ssn801∆*	28	1	97	02524*^j^*	Silent
6	1082445	C	T	1	*yrm103∆*	41	2	95	02146*^k^*	T236I
7	1162733	G	A	1	*ssn801∆*	21	0	100	05900*^l^*	S29L
8	531945	G	C	1	*ccd6∆*	56	0	100	03269*^m^*	P58R
9	1050856	G	C	1	*yrm103∆*	31	0	100	*VPS4**^n^*	P110A
14	837564	AG(TCG)_4_	AG(TCG)_5_	1	*ssn801∆*	13	0	100	05636*^o^*	5′ UTR
1	1231133	TCA	GAG	6	All 6	5	0	98	07362*^p^*	E68S
7	1278590	ATT	ATTT	6	All 6	27	2	91	N/A	Intergenic

Chr, chromosome on which the variant occurs; Pos, coordinate of the variant in the KN99α reference genome sequence; Reference, reference allele; Alternate, alternate allele; AC, “alternate count,” the number of strains with the alternate allele; Strain, the strain or strains in which the alternate allele is found; AO, “alternate observations,” the mean number of reads supporting the alternate allele in strains with the alternate allele; RO, “reference observations,” the mean number of reads supporting the reference allele in strains with the alternate allele; MF, “mean fraction,” the mean fraction of reads supporting the alternate allele in strains with the alternate allele; Gene, the name or KN99 gene identifier (CKF44 number) of the gene affected by the variants; Effect, the effect of the variant on the protein encoded by the indicated gene or location in the indicated gene.

a Protein-tyrosine-phosphatase.

b Hypothetical protein.

c Pheromone transporter.

d Homolog of S. cerevisiae gene RPP1.

e Catalase.

f Homolog of *S. cerevisiae* gene *AIM18*

g Cadmium ion transporter.

h Brg1-associated factor b.

i Mitochondrial membrane transport.

j Homolog of *S. cerevisiae* gene *YKL111C*.

k Homolog of *S. cerevisiae* gene *ALE1*.

l Glycine-tRNA ligase.

m Aldehyde dehydrogenase.

n ATPase.

o Homolog of *S. cerevisiae* gene *TIF4632*.

p Single-stranded DNA binding protein.

A limitation of this and all following analyses is that, as expected, 4.15% of the H99 genome was not covered by an average of at least five uniquely mapped reads, when averaged across all 30 nontransformed strains. This includes centromeres and other repetitive DNA. Variants found in these areas might be missed by our analysis owing to their repetitive nature.

### Side effects of transformation

After removing all of the variants found in the nontransformed control strains, eight high-confidence variant sites remained in the 23 neutrally transformed strains. Four of these fell within one of the targeting flanks of the inserted DNA (Table S2 in File S1, top). These may simply reflect PCR errors that occurred prior to transformation and cannot be considered side effects of transformation. The other four (Table 1, “23 Neutrally Transformed”) appear to be genuine mutations. In three cases, the alternate allele occurred in only one strain, and the fourth occurred in only two strains (Table 1, column “AC”). Furthermore, these alternate alleles were supported by 99–100% of reads (Table 1, column “MF”). In three of the four, read depth at the variant sites was typical of the genome-wide coverage (Table 1, column “AO”). These results suggest that side-effect mutations may occur, although the frequency of mutations in the transformants (4 out 23) was not different from their frequency in the control strains (1 out 30) at a statistical significance threshold of 0.05 (Fisher’s exact *P* < 0.14). Thus, transformation-induced mutations, if they exist at all, are strikingly rare: we observed an average of only 0.22 mutations per neutrally transformed strain. We also observed one partial multiple insertion of the drug marker in these strains (Figure 2B).

### Side effects of transformation with gene deletion

For the six strains in which a gene was deleted, the situation was different from both the nontransformed and neutrally transformed strains. Thirteen variant sites were identified across these strains. One of these fell within the targeting flank of the linear DNA that was transformed into the cells (Table S2 in File S1, bottom row). The other 12 fell in genomic regions that were apparently unrelated to the region targeted—11 of them were on different chromosomes from the targeted gene. These 12 had good coverage (Table 1, column “AO”), and nearly 100% of reads supported the alternate alleles (Table 1, column “MF”). Two of them occurred in all six gene deletion strains and likely represent drift in the freezer stock resulting from laboratory passage, as discussed below. The other 10 occurred in only one strain each (Table 1, column “AC”), yielding an average of 1.67 mutations per gene deletion strain, notably higher than the rate in neutrally transformed strains.

We also found evidence for multiple tandem insertions of the marker in three of the six gene deletion strains and one of the 23 neutrally transformed strains. The higher frequency in the gene deletion strains is not surprising—these strains were selected for sequencing because they expressed the drug marker at very high or very low levels. These multiple insertions were initially identified by the LUMPY software (Layer *et al.* 2014) on the basis of split reads (Figure 2) and are independently and strongly supported by read depths that are many times the genome-wide average. Two of the multiple insertion strains express the marker at a very high level and one expresses it at a very low level. One possible explanation for the latter is that the marker could have inserted into a poorly expressed region of the genome, so that only strains with multiple copies could express it at a high enough level to survive the drug. This hypothesis is supported by the observation that the gene targeted for deletion had very low expression in our RNA-seq data (Maier *et al.*, 2015) .

**Figure 2:**
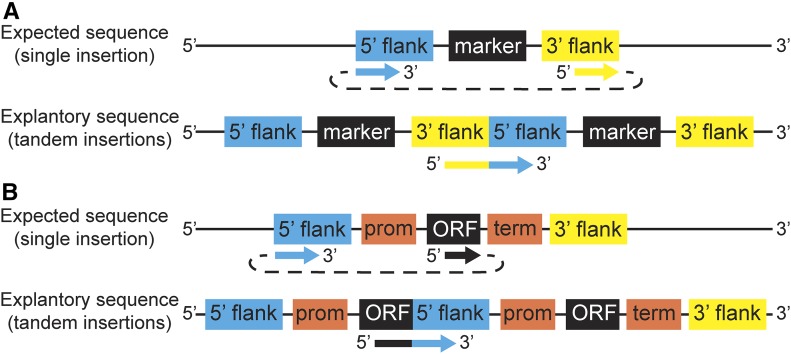
Evidence from split read alignments for tandem insertions. The top part of each panel shows the expected insertion and the aligned, observed sequence (colored arrows connected by a dotted line indicate the sequence of the read). The bottom part of each panel explains this observation. (A) Multiple insertions of the complete marker cassette with targeting flanks. (B) Partial sequences lacking the terminator and 3′ targeting flank.

### Variants fixed by a bottleneck during laboratory passage

Two point mutations occurred in all six gene deletion strains. These seemed unlikely to represent rare side effects of transformation or compensation for loss of a deleted gene, since the six strains carried deletions of six different genes. We noticed that all six deletion strains were constructed in July 2010, whereas our KN99α reference sequence was based on cultures inoculated from cells streaked from a frozen stock in March 2016. This led us to hypothesize that the “alternate” alleles were actually the major alleles prior to a bottleneck event that occurred between these dates, potentially when the freezer stock was depleted and a new stock was grown from a single colony of the old stock in late 2011. To investigate the possibility of a bottleneck fixing random mutations, we called variants in transcribed regions using RNA-seq reads (Maier *et al.* 2015). We identified four other SNPs with allele frequencies of 5–11% in 84 strains cultured in 2010 and 2011 and frequencies of 93–100% in 104 strains cultured since January 2012. Although neither of the two SNPs listed in Table 1 was in an expressed region, the existence of other SNPs that went rapidly to fixation at the same time supports the theory that a bottleneck event in late 2011 led to fixation of the current KN99α sequence, eliminating what was the major allele at the time in the freezer stock used to construct the six gene deletion strains.

### Gene expression analysis by RNA-seq

To determine whether any mutations induced by transformation affected gene expression, we carried out RNA-seq on three strains that were neutrally transformed with the G418 drug resistance cassette, three that were neutrally transformed with the NAT resistance cassette, and one untransformed wild type, each in biological triplicate. 

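The deposited RNA-seq data comprised 39 libraries, each given as the number of uniquely aligned reads that the authors counted on every gene of the H99 annotation, without normalization. Cells had been induced for 90 min at 37 °C in 5% CO2. The sample labels place the libraries in 3 runs that differ in the dates of induction and of library preparation. Run 1, induced in 2014, held 21 libraries, with 3 replicates each of wild type (WT), NAT_1, NAT_6, NAT_7, G418_6, G418_7 and G418_10. Run 2, induced in 2017, held 3 WT and 3 G418_6 libraries. Run 3, also induced in 2017, held 3 replicates each of WT, G418_6, G418_7 and G418_10. The total counts per library ranged from 908392 to 2747310 in run 1, from 4473480 to 7228623 in run 2 and from 977747 to 12467541 in run 3. Each set of 3 transformant libraries was compared with the 3 WT libraries of its own run by edgeR's quasi-likelihood test, in one fit per run with TMM normalization. The fits covered 6486 genes in run 1, 6557 in run 2 and 6663 in run 3, after genes with too few counts were removed by edgeR's filter. The common biological coefficient of variation was 0.203 in run 1, 0.0946 in run 2 and 0.288 in run 3. A pair of additional entries for the drug markers, present in every file, had 0 counts in all 39 libraries, so marker expression was not detectable in these counts. In simulated counts made with the means and library sizes of run 1, the test recovered 96.0% of the genes changed by 2 on the log2 scale and 43.4% of those changed by 1, with 2 false calls among 140. These counts were drawn independently for each gene, so variation that many genes of a library share was not reproduced.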

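Against the WT of the same run, with an adjusted p under 0.05 and a change of at least 2-fold, 22 genes were differentially expressed in NAT_1 (2 up, 20 down), 120 in NAT_6 (59 up, 61 down) and 18 in NAT_7 (8 up, 10 down). Of the 8 genes up in NAT_7, 6 lie on chromosome 9. Genes of that chromosome had a median log2 deviation from the other libraries of 0.42, -0.0037 and 0.86 in NAT_7 replicates 1, 2 and 3. Among the G418 sets of run 1, 6 genes passed in G418_6, 40 in G418_7 and 113 in G418_10. In run 2, 54 genes passed in G418_6. In run 3, 1 gene passed in G418_6, 28 in G418_7 and 647 in G418_10. For strains with more than 1 set, a gene was required to have an adjusted p under 0.05 in every set and a change of at least 2-fold in at least 1 of them. This left 1 gene in G418_6 (3 sets), 3 in G418_7 (2 sets) and 52 in G418_10 (2 sets). Of the 52 genes of G418_10, 43 were lower than WT in run 1 and higher in run 3, 5 changed in the reverse order and 4 had the same direction in both runs. Of the alternatives that kept every library, no minimum fold change raised the count in NAT_6 most, to 281 genes, and an adjusted p under 0.01 lowered it most, to 8. With the replicate number as a block in the model, 184 genes passed in NAT_6. The mean correlation between libraries of different sets in run 1, after centring each set, was 0.110 for libraries with the same replicate number and -0.0549 for libraries with different numbers. Centring ties the second value to the first with the opposite sign, so it is not a separate observation. No test was made of the first.

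**Figure D1:**
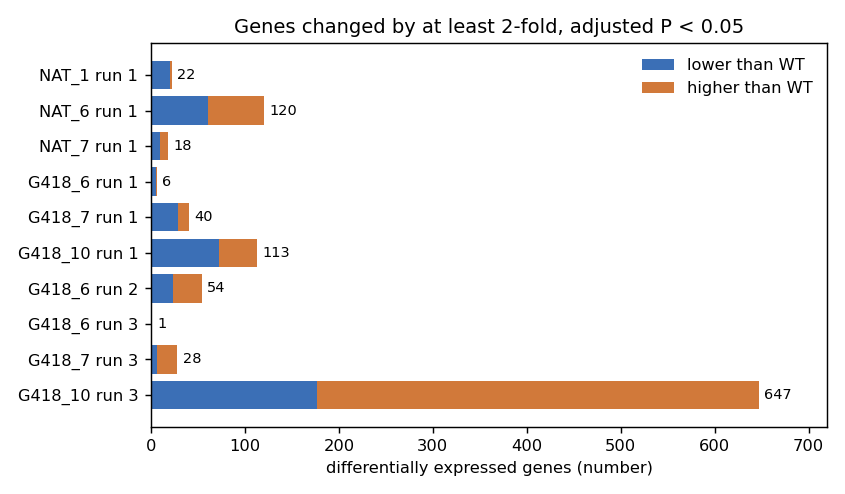
Number of differentially expressed genes in each set of 3 transformant libraries (vertical axis) against WT of the same run, with genes lower than WT in blue and genes higher than WT in orange. The counts range from 1 in G418_6 of run 3 to 647 in G418_10 of run 3, and no error bars apply to these counts.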

We then focused on genes that were differentially expressed by at least two-fold (adjusted *P*-value <0.05), leaving us with between one and 13 differentially expressed genes for five of the strains and one outlier strain (NAT_6) with 65. Five genes (CKF44_00549, CKF44_01093, CKF44_01680, CKF44_02711, CKF44_06402) were differentially expressed in all three NAT transformants, of which one (CKF44_00549) was also differentially expressed in all three G418 transformants. 

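The files list genes by H99 identifiers, which carry the prefix CNAG and the numbers of the paper's identifiers. In the re-analysed counts, 6 genes were differentially expressed in all 3 NAT strains, and all 6 were lower than in WT. They were CNAG_00549, CNAG_00888, CNAG_01680, CNAG_02711, CNAG_02770 and CNAG_06402. CNAG_01093 was not among them. Its adjusted p lay between 0.0439 and 0.176 in the NAT strains. With the replicate number as a block in the model, CNAG_01093 had an adjusted p of 0.00267 in NAT_1, 0.0294 in NAT_6 and 0.0247 in NAT_7, and 13 genes were shared by the NAT strains. Libraries of different sets in runs 2 and 3 correlated at 0.163 and 0.144 on average when they had the same replicate number, and at -0.0815 and -0.0557 otherwise. The negative values again follow from centring each set, and the value of 0.163 rests on 3 pairs of libraries. CNAG_00549 was lower than WT in all 10 transformant sets, with log2 fold changes from -2.56 to -1.81 in run 1 and from -3.23 to -2.08 in runs 2 and 3, and adjusted p from 2.8e-08 to 0.0201. Its normalized count (TMM-scaled CPM) was below that of every WT library in all 30 transformant libraries. In run 1 its mean was 149 in WT (n = 3) and 33.5 in the transformants (n = 18). CNAG_02711 was also below every WT library in all 30 transformant libraries and passed in 9 of the 10 sets. The exception was G418_6 in run 3 (adjusted p = 0.173). CNAG_01680 passed in all 6 sets of run 1, with log2 fold changes from -2.79 to -1.68, and CNAG_06402 in the same 6 sets, with log2 fold changes of -2.94 or lower. Neither passed in any of the 4 sets of runs 2 and 3, where the log2 fold changes lay between 0.18 and 1.02 for CNAG_01680 and between -0.48 and 0.82 for CNAG_06402. CNAG_01093 passed in 2 of the 6 sets of run 1 and in 0 of the later 4. With the replicate block it passed in G418_7 and G418_10 of run 1 as well as in the NAT strains (adjusted p 0.00274 and 0.0281). It did not pass in G418_6 of run 1 (0.0526) or in the later sets. WT itself differed between the runs in these 3 genes. WT of run 1 was higher than the mean of WT of runs 2 and 3 by 8.45 (standard error 0.71) on the log2 scale for CNAG_01093, by 3.51 (0.39) for CNAG_01680 and by 4.22 (0.33) for CNAG_06402. CNAG_01680 had between 5 and 59 counts per WT library.

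**Figure D2:**
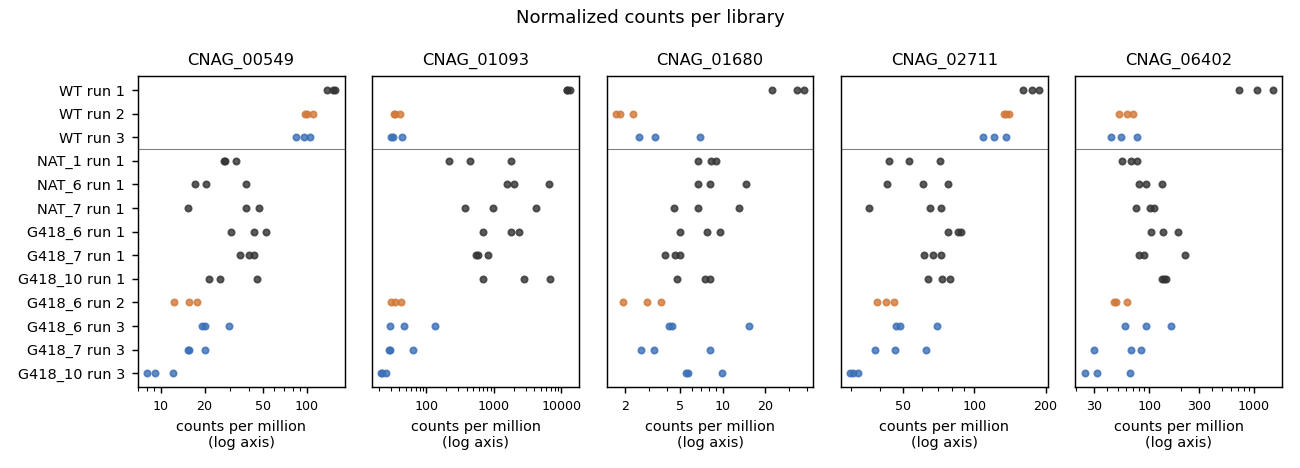
Normalized counts (CPM, horizontal log axis) of the 5 genes named by the paper in each of the 39 libraries, with 1 point per library, in black for run 1, orange for run 2 and blue for run 3. The 3 WT sets are at the top, above the grey line; CNAG_00549 and CNAG_02711 were lower in every transformant library than in every WT library.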

Apart from CKF44_01680, which is homologous to a methylcrotonoyl-coenzyme A carboxylase, these five consistently differentially expressed genes are all hypothetical conserved proteins with no gene ontology annotations and no known domains. These consistently differentially expressed genes were not clustered in one region of the genome, and none was near the marker insertion site. 

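On the CNA3 assembly of H99, CNAG_00549 spans chromosome 1 from 1410335 to 1411865, CNAG_01093 chromosome 5 from 1228145 to 1229388, CNAG_01680 chromosome 11 from 587085 to 590245, CNAG_02711 chromosome 3 from 941158 to 943947 and CNAG_06402 chromosome 13 from 398723 to 399598. All 5 are annotated as protein coding. CNAG_01093 was the most strongly counted of them in WT of run 1, at a mean normalized count of 12491 CPM, and CNAG_01680 the least, at 31.5. Of the shared genes that the paper does not name, CNAG_00888 lies on chromosome 5 from 1720812 to 1724765, and its log2 fold changes in the NAT strains lay between -1.23 and -1.08 (adjusted p from 0.00171 to 0.00968). CNAG_02770 lies on chromosome 3 from 810031 to 811189, with log2 fold changes between -1.36 and -1.09 in the NAT strains (adjusted p from 0.0145 to 0.0243).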

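The marker cassettes were targeted to position 287531 of chromosome 11 in H99 coordinates. Of the 5 genes, only CNAG_01680 is on that chromosome, at a distance of 300 kb from the site. The site lies between CNAG_01561 (chromosome 11, 281874 to 285636, at 1895 bp) and CNAG_01562 (288913 to 291062, at 1381 bp). Log2 fold changes of CNAG_01561 over the 10 sets lay between -0.49 and 0.35, with no adjusted p under 0.0736. For CNAG_01562 they lay between -1.04 and 0.65. Its lowest adjusted p, 4.6e-04, came from G418_6 in run 2, where the log2 fold change of -0.69 did not reach 2-fold. With DESeq2 in place of edgeR, CNAG_01562 passed in G418_7 of run 3, at a log2 fold change of -1.05. Within 10 kb of the site lie 7 genes, of which 1 passed the threshold in any set, and within 50 kb lie 37 genes, of which 7 did.

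**Figure D3:**
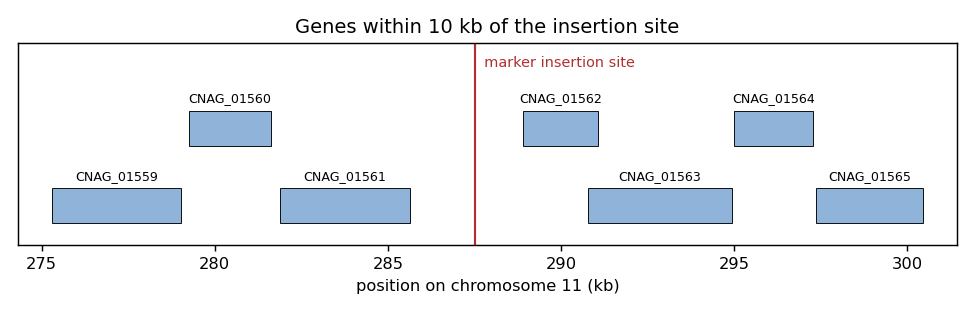
Map of the 7 genes within 10 kb of the marker insertion site on chromosome 11 (horizontal axis, position in kb on the CNA3 assembly), drawn to scale in staggered lanes, with the insertion site as a vertical line. The site falls between CNAG_01561 and CNAG_01562.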

Apart from these, each strain contained only a few differentially expressed genes, except for NAT_6 (discussed below).

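Besides the 5 genes the paper names, the re-analysed counts held 17 differentially expressed genes in NAT_1, 14 in NAT_7, 0 in G418_6, 1 in G418_7, 50 in G418_10 and 116 in NAT_6. The gene in G418_7 was CNAG_05755, on chromosome 7 from 781761 to 783314. It was lower than WT in run 1 (log2 fold change -1.53, standard error 0.34) and higher in run 3 (1.77, standard error 0.27). Of the G418_10 genes, CNAG_03645 fell by 2.60 on the log2 scale in run 1 and rose by 2.02 in run 3. The fall in run 1 rested largely on WT replicate 1, at a normalized count of 520 CPM where the lowest WT library had 84.7, and without that replicate it fell by 1.21 and no longer passed. CNAG_01803 rose by 1.32 in run 1 and fell by 3.15 in run 3. When the strain effect was compared between runs in one fit over all 39 libraries, it differed between run 3 and run 1 in 1003 genes for G418_10, 204 for G418_7 and 26 for G418_6. At an unadjusted p under 0.05, 786 of the genes tested in G418_6 of run 1 and 939 in G418_6 of run 3 differed from WT.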

## Discussion

After analyzing genomic sequences from 23 strains in which a drug marker had been inserted in an apparently neutral location and 30 nontransformed control strains, we found a very low rate of collateral mutations resulting from the transformation process. All 23 transformations together resulted in only four point mutations, of which one changed an amino acid, and one case of multiple tandem insertions of the drug marker. Furthermore, none of the 23 transformants showed any abnormal stress resistance phenotypes.

Our findings stand in striking contrast to the received wisdom in the field, which is that transformation is inherently mutagenic. However, the only published evidence supporting this belief comes from the construction of the yeast knockout (YKO) collection. The YKO collection was constructed by transforming a drug marker cassette into diploid cells, in order to replace one copy of the target gene. The diploids were then sporulated to produce four haploid spores, two of which carry the drug resistance cassette. Only ∼25% of the gene deletions caused slow growth directly—that is, with 100% linkage to the drug resistance trait. However, an estimated 6.5% of the transformed diploids contained a mutation that caused a growth defect that was unlinked to the drug resistance cassette. These growth defects were assumed to result from collateral mutations that affect gene function. Since only 25% of such mutations would be expected to yield growth defects, it was estimated that the total collateral mutation rate was 6.5% / 25% = 26% of diploids (Giaever *et al.* 2002).

There are several possible explanations for the discrepancy between our sequencing-based finding and the inference made from the YKO collection. First, we transformed haploid strains, so any mutants that displayed slow growth in haploids would be unlikely to be picked after growth on plates with selective media. However, we would still expect to see the remaining three quarters of the collateral mutations (75 * 26% = 19.5%), which do not affect growth in rich medium, in our genome sequences. The fact that we did not may result from several differences in the two transformation protocols. The YKO protocol involves permeabilizing cells with lithium acetate, whereas we used biolistic transformation. It has been thought that the biolistic process might damage chromosomes, but we saw no evidence of structural variants or CNVs in any of the 29 neutrally transformed strains. It is possible that the lithium acetate protocol is more mutagenic than biolistic transformation. Another important difference is that our drug cassette was split between two linear DNA segments with overlapping sequences to support homologous recombination between them (“split marker transformation”) (Kim *et al.* 2009; Fu *et al.* 2006), making off-target insertions that yield drug-resistant transformants less likely. Finally, each of the DNA pieces we used for transformation contained 1000 bases of targeting homology, whereas the YKO protocol uses only 45–80 bp of targeting homology on each end. The shorter homologous segments, combined with the transformation of an intact marker cassette, could lead to more secondary, off-target insertions. Anecdotal evidence supporting that idea comes from the recollection that, during construction of the YKO collection, a significant number of drug-resistant transformants retained the gene targeted for replacement (L. Riles, personal communication).

Differences between the DNA repair mechanisms of *S. cerevisiae* and those of *C. neoformans* could, in principle, also contribute to a higher rate of off-target insertions in *S. cerevisiae*. DNA repair mechanisms have not been studied in detail in *C. neoformans*, although it has been observed that *Cryptococcus* has a lower homologous recombination rate than *S. cerevisiae* (Davidson *et al.* 2000; Chun and Madhani 2010) and that this can be mitigated by deleting genes required for nonhomologous end joining (Goins *et al.* 2006).

The one amino acid-changing mutation found in the 23 neutrally transformed strains occurred in *LIV10*, a homolog of *S. cerevisiae RPP1*, which encodes an RNase subunit involved in processing of precursor rRNA and tRNA as well as nuclear RNA turnover. This may explain why the strain bearing this mutation (NAT_6) expressed 65 genes at significantly different levels compared with wild-type cells, many more than the other transformants subjected to RNA-seq. 

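In NAT_6 the largest changes among genes with every library on the same side of WT were those of CNAG_04307 (chromosome 9, 526233 to 527966; log2 fold change 5.39, standard error 1.45, adjusted p = 0.0415) and CNAG_04142 (chromosome 9, 114834 to 117004; 2.87, standard error 0.79, adjusted p = 0.0442), apart from CNAG_06402. The normalized counts (CPM) of CNAG_04307 were 86.2 ± 73.0 (SD, n = 3) in NAT_6 and 1.89 ± 0.63 (SD, n = 3) in WT. The lowest NAT_6 library had 3.32 CPM and the highest WT library 2.59, so not every NAT_6 library was clearly raised. Between replicates CNAG_04307 ranged from 0 to 90.4 CPM in NAT_1 and from 1.88 to 101.7 in NAT_7. All 120 genes that passed in NAT_6 changed in the same direction in NAT_1 and in NAT_7, where their log2 fold changes were at the median 64.4% and 61.3% of those in NAT_6. Of these, 11 passed in NAT_1 and 11 in NAT_7. In G418_10 of run 1, 119 of them changed in the same direction, at a median of 64.1%. In G418_6 and G418_7 of run 1, 106 and 101 did, at medians of 32.8% and 32.5%. The genes were chosen against the same 3 WT libraries that all these sets of run 1 were compared with. Tested directly against the mean of NAT_1 and NAT_7, no gene of NAT_6 passed an adjusted p under 0.05 with a change of at least 2-fold, and 771 of 6486 genes had an unadjusted p under 0.05. The same contrast gave 472 such genes for NAT_1 and 465 for NAT_7. LIV10 was not matched to a gene in the files and its level is not given here. From the homology of LIV10 to an RNase subunit, the paper proposes that its mutation may explain the number of genes in NAT_6, and that many of these changes may be due to RNA maturation or degradation.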

Specifically, the differential expression of many of these genes may be due to changes in RNA maturation or degradation.

It is important to distinguish between mutagenicity of the transformation process, for which we found no evidence, and selection for naturally occurring variants that compensate for the loss of a targeted gene. In the six gene-deletion strains we sequenced, we did see a greater mutation rate than in the neutrally transformed strains. We found an average of 1.67 collateral point mutations and 0.5 cases of multiple tandem marker insertion per transformation. This is substantially higher than the rate found for neutral transformations, but still low in an absolute sense. The tandem marker insertions are certainly not representative of all gene deletion strains, since these strains were selected from a much larger collection of deletion strains because of their extreme marker expression in RNA-seq data. Of the collateral mutations, only four (0.67 per gene deletion strain) affected amino acids and none occurred in genes with obvious relationships to the deleted gene.

The greater number of variant alleles in gene deletion strains is consistent with recent evidence for selection of natural variants after transformation, owing to the loss of a deleted gene (Teng *et al.* 2013). After transformation and selection of a clonal colony, yeast cells are typically grown for ∼30 generations before they are stored, during which one would expect ∼10^7^ mutation events (Teng *et al.* 2013). This would provide ample variation, some of which might be under positive selection in the absence of the deleted gene. Teng *et al.* found that different individual cells within supposedly homogeneous strains of the YKO collection had different phenotypes in at least one of two assays they performed. Of the strains they tested, 72% displayed heritable diversity in these phenotypes that was stable over long periods of time. They concluded that deletion of almost any gene can cause selection for variants that arise naturally during cell culture. These findings suggest that we should see variants supported by 20–80% of reads in at least 70% of our six gene deletion strains. We did not observe such variants, but six deletion strains is a very small sample. To further investigate this, we analyzed alignments of 378 RNA-seq expression profiles (including single and double deletions of >50 genes) for variants showing the pattern that would be predicted by the finding of Teng *et al.* that individual YKO strains are phenotypically diverse. Specifically, we looked for variants covered by at least 10 reads in a sample, including at least five reads supporting the variant, with at least 20% of reads supporting the reference allele and 20% supporting the variant. We only found eight such variants among the 378 samples analyzed. Seven of the eight variants occurred in >1 sample, although they did not occur in multiple samples of the same genotype as would be expected if they had been selected for by the loss of the deleted gene. In summary, we did not see the evidence of diversity within cultures that would be expected based on the findings of Teng *et al.*

Our finding of 1.67 point mutations per gene deletion strain is broadly consistent with recent sequencing-based studies in *S. cerevisiae*. A study of deletion mutants with slow growth phenotypes that showed large improvements after 400 generations of laboratory passage found an average of six point mutations and 0.5 small indels per strain (Szamecz *et al.* 2014). The slightly larger number is not surprising given the selection of the strains for initial gene knockouts that were deleterious and the much larger number of generations of laboratory passage. A study of suppressor mutants found an average of eight mutations that the authors interpreted as being noncompensatory, in addition to the compensatory mutation (van Leeuwen *et al.* 2016). Many of these mutations were in genes that are known to be frequently mutated after laboratory passage that ends in nutrient-limited stationary phase, likely because the mutations delay the slowing of growth in response to nutrient limitation (Comyn *et al.* 2017). Many of the strains sequenced were selected because they were suspected to have an off-target mutation, and the rest were selected based on a slow growth phenotype linked to a marker gene. Thus, they were not a random sample of deletion mutants. A third study found one to four private SNPs per strain in six gene deletion strains and 0.8–1.6 in 10 strains transformed with a barcode-marker construct that did not delete a gene (Jaffe *et al.* 2017).

Although widespread aneuploidy in the YKO strains has been reported (Hughes *et al.* 2000), we found no evidence for aneuploidy in our six deletion mutants or 23 neutrally transformed strains. We also searched for evidence of aneuploidy in our RNA-seq data consisting of 233 wild-type samples, 139 gene deletion samples, and six overexpression samples. We did not see any sign of aneuploidy on a whole-chromosome scale, although it is possible that there were duplications of <500 kb. One possible explanation for the difference between our findings and those of Hughes *et al.* is based on their observation that, in yeast, the duplicated region often contained a gene that was highly homologous to the deleted gene. It could be that *Cryptococcus* has fewer such highly homologous gene pairs, since *S. cerevisiae* underwent a whole-genome duplication within the last 100 My.

In conclusion, we have found biolistic transformation, using split markers flanked by 1 kb of targeting homology, to be a safe process with few unintended consequences. Thus, investigators should feel confident in constructing mutant strains by this process and even using it repeatedly to effect multiple changes in the same strain. In contrast to the transformation process itself, gene deletion may select for a few spontaneous point mutations. However, such mutations, even when they change a single amino acid, are much less likely to cause a visible phenotype than deleting an entire gene, so any observed phenotypes are likely attributable to the intended deletion; this can be confirmed by complementation.

We also found that regrowing freezer stocks from a single colony can cause bottlenecks that fix variants within the freezer population. Each bottleneck could fix multiple variants, causing increasing divergence from the reference isolate over multiple bottleneck events. We recommend that investigators keep a single, master population in the freezer that has undergone as few passages from the reference isolate as possible. Contrary to standard practice, we recommend that when expansion of this master population is needed, it should be done without selecting a single colony.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300357/-/DC1.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Unintended Side Effects of Transformation Are Very Rare in Cryptococcus neoformans
**Source:** G3 (Bethesda). 2018 Jan 5;8(3):815–22. doi: 10.1534/g3.117.300357
**Supplement:** Supplementary file 1

SUPPLEMENTAL FIGURES AND TABLES

Fig. S1: Construction of the KN99 genome. Sequencing reads from 30 independent cultures of wild type KN99 were aligned to the H99 genome; structural variants (SVs) and copy number variants (CNVs) were substitutions into the H99 genome sequence, yielding the intermediate that we call KN99 version 0. The reads were then re-aligned to KN99.0 using BWA-MEM (mapping quality (MQ) threshold 1) and Bowtie2 (MQ threshold 42). Small base changes, insertions, or deletions were identified by running Freebayes 1.1.0 {Garrison & Marth, 2012} on the alignments produced by each aligner (VCF quality (QUAL) threshold 70). Starting with the variants called from Bowtie2 alignments, we filtered out variants that were not supported by at least five reads (11% of genome-wide average). Many of these poorly supported variants only affected the lengths of mono-nucleotide repeats, which are difficult to determine accurately by Illumina sequencing. We also filtered out variants that did not overlap a variant called from the BWA-MEM alignments, enforcing a degree of consensus. These well supported variants were then substituted into the preliminary KN99 sequence by using the vcf-consensus command from the Perl module of VCFtools 0.1.14 {Danecek et al., 2011} to produce the next iteration. This pipeline went through 8 iterations to make the final sequence, KN99.8. After the fourth iteration of SNP and indel calling, variants were only kept if they were supported by an average of at least five reads.

| **Chr** | **Pos (H99)** | **Size (bp)** | **Description** |
| --- | --- | --- | --- |
| 3 | 2676-2845 | 169 | Intergenic deletion |
| 7 | 833,157-833,450 | 293 | Deletion including 5’ UTRs of CNAG_05771^1^ and CNAG_05772^2^ |
| 11 | 635,489-635,560 | 72 | Displaced duplication between chr11:310,318 and chr11:310,319 |
| 13 | 367,683-368,316 | 733 | Deletion within *SGF29*^3^ |
| 14 | 170,944-171,334 | 390 | Intergenic deletion |
| ^1^Control telomere length, ^2^*ARP8* homolog, ^3^SAGA histone acetyltransferase complex subunit. | | | |

**Table S1:** Copy-number variants (CNVs) and structural variants (SVs) in KN99 relative to the H99 reference genome. The deletion within *SGF29* includes 70% of the coding region, likely rendering the gene non-functional. Chr: chromosome on which the variant occurs. Pos: Coordinate of the variant in the H99 reference genome sequence.

| **Chr** | **Pos** | **Ref** | **Alt** | **AC** | **Strain** | **AO** | **RO** | **MF** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 1468278 | T | C | 1 | *pkr1∆* | 457 | 43 | 91.4% |
| 11 | 286935 | T | C | 1 | G418_5 | 13 | 0 | 100% |
| 11 | 287395 | T | A | 1 | NAT_1 | 36 | 0 | 100% |
| 11 | 287587 | T | C | 1 | NAT_1 | 13 | 0 | 100% |
| 11 | 287670 | T(A)_9_G | T(A)_8_G T(A)_10_G | 2 1 | G418_48, NAT_6 G418_B_11 | 17 16 | 1 | 91.7% 84.2% |

**Table S2:** Variants falling within the targeting flanks of the inserted DNA. Chr: chromosome on which the variant occurs. Pos: Coordinate of the variant in the H99 reference genome sequence. Ref: The reference allele. Alt: The alternate allele. AC: “alternate count”, the number of strains with the alternate allele. Strain: The strain or strains in which the alternate allele is found. AO: “alternate observations”, the mean number of reads supporting the alternate allele in strains with the alternate allele. RO: “reference observations”, the mean number of reads supporting the reference allele, in strains bearing the reference allele. MF: “mean fraction”, the mean fraction of reads supporting the alternate allele in strains with the alternate allele.

| **30 Non-Transformed** | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Chr** | **Pos** | **Ref** | **Alt** | **AC** | **Strain** | **AO** | **RO** | **MF** | **Gene** | **Effect** |
| 11 | 215771 | CA | CAGTAA | 5 | WT | 21 | 15 | 57% | 01535^1^ | 3' UTR |
| 11 | 290065 | CT | CC | 3 | WT | 9 | 6 | 57% | *BLP4*^2^ | Silent |
| 11 | 290069 | TGCTC | CGCTT | 16 | WT | 9 | 7 | 57% | *BLP4*^2^ | P135S |
| 11 | 214546 | GGATG | GAATC  GGAATC | 22  8 | WT | 16  11 | 0 | 62%  52% | 01534^3^ | 5’ UTR |
| 11 | 215774 | TGA | TAA  TAAGTAA | 22  8 | WT | 19  16 | 0 | 59%  57% | 01535^1^ | 3' UTR |
| 11 | 341449 | TCT | TTT  TT | 15  15 | WT | 6  4 | 0 | 65%  56% | 01577^4^  01578^3^ | Divergent promoters |
| ^1^amino acid permease, ^2^GYP8 homolog, ^3^hypothetical protein, ^4^glutamate dehydrogenase (NADP)  **Table S3**. Sites with significant support for multiple alleles in most of the 30 controls strains. Pos: Coordinate of the variant in the H99α reference genome sequence. Ref: The reference allele. Alt: The alternate allele. AC: “alternate count”, the number of strains with the alternate allele. Strain: The strain or strains in which the alternate allele is found. AO: “alternate observations”, the mean number of reads supporting the alternate allele in strains with the alternate allele. RO: “reference observations”, the mean number of reads supporting the reference allele in strains with the reference allele. MF: ”mean fraction”, the mean fraction of reads supporting the alternate allele in strains with the alternate allele. Gene: The name or CNAG number of the gene affected by the variants. Effect: The effect of the variant on the protein encoded by the indicated gene or location in the indicated gene. | | | | | | | | | | |

# Supplementary material for: Unintended Side Effects of Transformation Are Very Rare in Cryptococcus neoformans
**Source:** G3 (Bethesda). 2018 Jan 5;8(3):815–22. doi: 10.1534/g3.117.300357
**Supplement:** Supplementary file 2

SUPPLEMENTARY METHODS

Media, strain growth, and transformation

Unless indicated otherwise, cells were grown on yeast peptone dextrose (YPD) at 30 °C, with shaking (~230 rpm) for liquid cultures. For biolistic transformation, the parental strain KN99α was recovered from a stock vial stored at -80 °C by transferring a small chip of the frozen culture onto a YPD agar plate and streaking for single colonies. A single colony from the plate was used to inoculate a 50-ml culture of YPD, which was grown overnight. Cells were sedimented (4,000 g; 5 min; room temperature (RT)) and resuspended in 3 ml of “regeneration media” (1 M sorbitol, 1 M mannitol, 0.9% yeast nitrogen base, 2.6% glucose, 0.0267% yeast extract, 0.054% bacto-peptone, and 0.133% gelatin). The resulting thick suspension was spread in a ~3 cm diameter disk on a YPD plate and allowed to dry for 4 hours at RT. The spread cells were then subjected to biolistic transformation ([Bio-Rad Biolistic PDS-1000]) as described (Toffaletti *et al.* 1993), incubated overnight, scraped, and plated on the appropriate selective medium (YPD with G418 or nourseothricin). After 2-3 days of growth, single

colonies were selected and restreaked onto the same medium; a fresh single colony was then cultured for DNA isolation and PCR confirmation of sequence insertion at the expected site. Validated transformants were replated on YPD, grown at 30 degrees and a single colony from this plate was inoculated into 3 ml YPD, cultured overnight, sedimented as above, resuspended in 0.8 ml YPD, mixed with an equal volume of 50% glycerol, and stored at -80 degrees.

For the 23 neutral transformations, the G418 or NAT marker cassette was targeted to chr11:287531-287532, in the coordinates of the H99 reference genome sequence (chr11:287563-287564 in the coordinates of our new KN99 genome sequence), a site characterized as a ‘safe haven’ for insertion (J. Lodge, personal communication). 

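Expression of genes near this site was measured in the neutral transformants that had RNA-seq. The genes within 10 kb of the site were each tested in every transformant set against WT of the same run. This gave 70 log2 fold changes, the highest being 1.48. Of these, 4 had an adjusted p under 0.05 and 19 an unadjusted p under 0.05. The highest was in CNAG_01560, which passed the threshold in 0 sets, and CNAG_01564 passed it in 1 set. Of the H99 positions that the paper's supplement gives for variants in or near genes, 8 pairs of a gene and a position were checked, and those of BLP4, which is named without a number, were not. In the CNA3 table the BLP4 positions lie in CNAG_01562 (288913 to 291062). In the 8 pairs the position fell on the chromosome of the gene in the CNA3 table and within 417 bp of it.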

The 6 deletion strains (genotypes *ssn801:G418*; *pkr1:G418*; *clr6:G418*; *yrm103:NAT*; *aro8001:NAT*, or *ccd6:NAT*) were constructed as reported in (Maier *et al.*).

Phenotypic assays

For phenotypic assays, cells were grown and collected as above, resuspended at 10^7^/ml in PBS, and 5 μl aliquots of 10-fold serial dilutions were spotted and incubated at 30 or 37 °C on YPD alone; YPD supplemented with the appropriate selective drug, 1.2 M KCl, 1.2 M NaCl, 0.2% calcofluor white, 0.05% Congo red, 0.01% SDS, or 6% ethanol; melanization medium (0.1% L-asparagine, 0.1% glucose,0.3% KH_2_PO_4_, 0.025% MgSO_4_⋅7H_2_O, and 0.01% L-DOPA); or YNB medium (0.67% yeast nitrogen base without amino acids, 2% glucose, 2%agar, 25mM sodium succinate, pH 4.0) supplemented with oxidative or nitrosative stress inducers (0.5 mM H_2_O_2_ or 0.5 mM NaNO_2_).

RNA sequencing and gene expression analysis

Strains were grown for RNA-seq as in (Gish *et al.* 2016). RNA was isolated from liquid cultures with TRIzol RNA Isolation Reagent (Life Technologies) and Poly-A RNA was purified using an mRNA Catcher Plus Plate (Invitrogen). For library preparation, RNA was chemically shattered by incubating (10 min, 75 °C) in the buffer from TURBO DNase I (Invitrogen NC9075048). It was then incubated (5 min, 65 °C) with Random Primers (Invitrogen 48190-011) and dNTP mix (NEB N0447S) at 65 °C for 5 min and the first strand cDNA synthesized using a SSIII kit (Invitrogen 18080-44) in the presence of RNase OUT (Invitrogen 10777-019), incubated as follows: 25 °C for 5 min, 50 °C for 50 min, 70 °C for 15 min, and holding at 4 °C. Second strand synthesis was performed by combining 5X SS buffer (Invitrogen 10812-014), dNTP mix (NEB N0447S), *E. coli* DNA ligase (NEB M02056), DNA Polymerase I (Invitrogen 18010-025), RNase H (Invitrogen 18021-014) and incubating at 16 °C for 2 h. End repair was carried out using the NEB Quick Blunting Kit (E1201S), an “A” base added using Klenow Fragment (3’ to 5’ exo, NEB M0212S) and 1 mM dATP (Invitrogen 18252-015), and Illumina adapters and indices added by PCR. Libraries were sequenced on an Illumina HiSeq 2500.

RNA-seq was done in biological triplicate on three strains for each of the two markers and a non-transformed control, for a total of 9 G418 libraries, 9 NAT libraries, and 3 non-transformed libraries. 

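Counts for 9 NAT libraries, 21 G418 libraries and 9 WT libraries were analysed here, of which the first run held 9 NAT, 9 G418 and 3 WT libraries. The median total was 1831529 counts in WT of run 1, 5698349 in WT of run 2 and 1861235 in WT of run 3. Among the transformants of run 1, G418_10 had the lowest median, at 967924 counts, and G418_7 the highest, at 2127903.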

Reads were aligned to the H99 reference genome using TopHat 2.0.14 (Trapnell *et al.* 2009) and Bowtie 0.12.9 (Langmead *et al.* 2009). Reads that aligned uniquely to the reference sequence were considered for gene expression quantification with HTSeq 0.6.1 (Anders *et al.* 2015). 

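The counting assigned each uniquely aligned read to a gene, and each file lists 6962 genes and the marker entries. All 6962 identifiers had an entry in the table of the CNA3 assembly. Between replicates of a set, the correlation of log2 counts ranged from 0.822 to 0.990 over 39 pairs of libraries.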

Genes were analyzed for differential expression using DESeq 1.24.0 (Anders and Huber 2010) built under R 3.3.0. One triplicate set (G418_7) appeared to have more differentially expressed genes than expected, so we made new RNA-seq triplicate sets from new cultures for some of the strains. 

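Of the genes that passed in G418_7, 11 were higher and 29 lower than WT in run 1, where the strongest fell by 4.28 on the log2 scale, and 22 were higher and 6 lower in the new set of run 3. Across 6447 genes, the log2 fold changes of G418_7 in the 2 runs had a Pearson r of -0.24, where genes are not independent replicates. Over the 5 comparisons of 1 strain between runs the r lay between -0.24 and 0.04, and over the 22 comparisons of different strains between runs it lay between -0.33 and 0.51.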

After further sequencing failures and repeats, we had 13 triplicate sets of which 3 appeared to be outliers and were discarded, leaving one triplicate set for each NAT strain, two triplicate sets for G418_7 and G418_10, and three triplicate sets for G418_6. 

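The sets analysed here were 1 for each NAT strain, 2 each for G418_7 and G418_10 and 3 for G418_6, which makes 10 sets of transformants, with 3 sets of WT besides. Untransformed cells themselves differed between runs. In one fit over all libraries, WT of run 2 differed from WT of run 1 in 518 genes, WT of run 3 from WT of run 1 in 462, and WT of run 3 from WT of run 2 in 0, with 231 genes at an unadjusted p under 0.05. In G418_6 of run 3, replicate 1 had 42.7% of its counts in its 10 most counted genes, against 9.30% to 21.2% in the other G418_6 libraries.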

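With an adjusted p under 0.01 in place of 0.05 in every set, 6 genes passed in NAT_1, 6 in NAT_7, 0 in G418_6, 1 in G418_7 and 4 in G418_10. 4 genes were then shared by the NAT strains and 0 by the G418 strains. If a change in the same direction in every set of a strain was required as well as the threshold of 0.05, 2 genes remained in G418_7 and 4 in G418_10.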

In our combined analysis of these data, a gene was considered consistently differentially expressed in a strain if its adjusted p-value was less than 0.01 in all triplicate sets and its expression level changed by two-fold or greater in at least one of the triplicate sets when compared to the control.

Genome sequencing

For gDNA isolation, cells from overnight cultures were harvested as above, resuspended in 0.5 ml extraction buffer (50 mM Tris-HCl, pH 8.0, 20 mM EDTA, and 1% SDS), and subjected to three 3-minute rounds of bead beating with an equal volume of silica-zirconia beads, alternating with 1 min incubation at 4 °C. The sample was then heated for 10 min at 70 °C, extracted with phenol:chloroform, ethanol precipitated, and the recovered genomic DNA sonicated to an average size of 175 bp. The fragments were blunt ended, and modified by addition of an “A” base to the 3’ ends and ligation of Illumina sequencing adapters at both ends. The ligated fragments underwent amplification for 8 cycles incorporating a unique indexing sequence tag. The resulting libraries were sequenced on an Illumina HiSeq-2500 to obtain paired end 101 bp reads.

Genome read alignment

Genome sequencing reads were aligned to the reference genome sequence by using both Bowtie 2.2.5 (Langmead and Salzberg 2012) and BWA-MEM 0.7.12 (Li) with default parameters. PCR duplicates were removed using the rmdup command from SAMtools 1.3 (Li *et al.* 2009).

Copy-number variant calling

Copy-number variants (CNVs) were called with CNVnator 0.3.2 (Abyzov *et al.* 2011) using default parameters, based on both Bowtie2 and BWA-MEM alignments. Each CNV is assigned a mean depth of coverage relative to the genome-wide depth of coverage. CNVs were considered duplications if the read depth was at least 1.9 times the genome-wide average for the strain. CNVs were considered deletions if the normalized depth was no more than 0.25 times the genome-wide average. All CNVs that overlapped with repeats identified with RepeatMasker 4.0.5 (Smit *et al.* 2013) using default parameters were discarded.

Structural variant calling

Reads from BWA-MEM alignments were processed through SAMBLASTER 0.1.24 (Faust and Hall 2014) to separate discordant read pairs and split reads from all other reads. The split and discordant reads were input to LUMPY (Layer *et al.* 2014) with default parameters to call structural variants.

SNP and indel calling and analysis

After alignment, the non-split, concordant read pairs were filtered with a mapping quality (MQ) threshold of 1 for BWA-MEM and 42 for Bowtie2. These thresholds eliminate reads that align equally well to multiple locations in the reference sequence, such as in low complexity and/or repetitious regions.

Freebayes 1.1.0 (Garrison and Marth 2012) was used with the parameter -p 1 to call SNPs and indels on Bowtie2 and BWA-MEM alignments. Only high-quality polymorphisms (*P* < 10^-7^) were kept. Called variants based on Bowtie2 alignments were filtered to include only those that overlap at least partially with a BWA-MEM variant. Subsequent analyses were only based on variants called with Bowtie2 alignments. Polymorphisms were considered fixed in KN99α if they occurred in all strains in which an allele was called, or all but one strain. Polymorphisms were considered segregating if at least two strains were assigned the polymorphism and at least two strains were assigned the reference allele. Variants that cause amino acid changes were identified using SnpEff 4.1 (Cingolani *et al.* 2012) The genome sequences and annotations we used are archived with Genbank accession PRJNA177334 (<https://www.ncbi.nlm.nih.gov/genome?linkname=nuccore_genome>).

KN99α reference genome construction

Reads from the 30 non-transformed strains were used to produce the KN99α as described in Supplemental Figure S1. This sequence is archived as NCBI BioSample SAMN06704791.

Data availability

All genome sequence reads have been deposited in the NCBI Sequence Read Archive under accessions SRS2184920, SRS2220286, ﻿SRS2220449, SRS2220125, SRS2220451, ﻿SRS2220454, ﻿SRS2220455, SRS2220462, ﻿SRS2220463. All RNA-Seq data has been deposited in the NCBI GEO database under accession GSE104198.

REFERENCES

Abyzov, A., A. E. Urban, M. Snyder and M. Gerstein, 2011 CNVnator: an approach to discover, genotype, and characterize typical and atypical CNVs from family and population genome sequencing. Genome Res 21**:** 974-984.

Anders, S., and W. Huber, 2010 Differential expression analysis for sequence count data. Genome Biology 11**:** R106.

Anders, S., P. T. Pyl and W. Huber, 2015 HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics 31**:** 166-169.

Cingolani, P., A. Platts, L. Wang le, M. Coon, T. Nguyen *et al.*, 2012 A program for annotating and predicting the effects of single nucleotide polymorphisms, SnpEff: SNPs in the genome of Drosophila melanogaster strain w1118; iso-2; iso-3. Fly (Austin) 6**:** 80-92.

Faust, G. G., and I. M. Hall, 2014 SAMBLASTER: fast duplicate marking and structural variant read extraction. Bioinformatics 30**:** 2503-2505.

Garrison, E., and G. Marth, 2012 Haplotype-based variant detection from short-read sequencing. arXiv preprint arXiv:1207.3907.

Gish, S. R., E. J. Maier, B. C. Haynes, F. H. Santiago-Tirado, D. L. Srikanta *et al.*, 2016 Computational Analysis Reveals a Key Regulator of Cryptococcal Virulence and Determinant of Host Response. MBio 7.

Langmead, B., and S. L. Salzberg, 2012 Fast gapped-read alignment with Bowtie 2. Nat Methods 9**:** 357-359.

Langmead, B., C. Trapnell, M. Pop and S. L. Salzberg, 2009 Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology 10**:** R25.

Layer, R. M., C. Chiang, A. R. Quinlan and I. M. Hall, 2014 LUMPY: a probabilistic framework for structural variant discovery. Genome Biol 15**:** R84.

Li, H., 2013 Aligning sequence reads, clone sequences and assembly contigs with BWAMEM. arXiv preprint arXiv:1303.3997v2.

Li, H., B. Handsaker, A. Wysoker, T. Fennell, J. Ruan *et al.*, 2009 The Sequence Alignment/Map format and SAMtools. Bioinformatics 25**:** 2078-2079.

Maier, E. J., B. C. Haynes, S. R. Gish, Z. A. Wang, M. L. Skowyra *et al.*, 2015 Model-driven mapping of transcriptional networks reveals the circuitry and dynamics of virulence regulation. Genome Res 25**:** 690-700.

Smit, A., R. Hubley and P. Green, 2013 RepeatMasker Open-4.0, pp.

Toffaletti, D. L., T. H. Rude, S. A. Johnston, D. T. Durack and J. R. Perfect, 1993 Gene transfer in *Cryptococcus neoformans* by use of biolistic delivery of DNA. J Bacteriol 175**:** 1405-1411.

Trapnell, C., L. Pachter and S. L. Salzberg, 2009 TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25**:** 1105-1111.

How the deposited data were processed for this re-analysis (not part of the article)

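RNA-seq of untransformed *C. neoformans* (WT), of 3 strains transformed neutrally with the NAT cassette (NAT_1, NAT_6, NAT_7) and of 3 transformed neutrally with the G418 cassette (G418_6, G418_7, G418_10) was analysed from 39 libraries. The authors aligned the reads to the H99 reference genome with TopHat and Bowtie, counted the uniquely aligned reads on each gene with HTSeq, and deposited these raw counts without normalization, one file per library. The deposited counts are whole numbers and their totals differ between libraries. The paper's text does not name the strandedness of the counting or any read trimming. Each file lists 6962 genes and a pair of drug marker entries, which had 0 counts in every library and were left out of all gene counts. Raw reads were not used here.

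Conditions, replicate numbers and dates were taken from the sample labels. Sets of 3 libraries with the same strain and the same dates form 13 sets, 10 of transformants and 3 of WT. The dates place them in 3 runs. Each transformant set was compared with WT of its own run. The pairing of libraries between sets comes from the replicate numbers in the labels. The labels give all libraries of a run the same dates of induction and of library preparation. Whether libraries with the same number share anything more within a run is not stated. The number was therefore left out of the model used for the reported values and entered as a block in an alternative. Pairs of replicates in the same set were checked for duplicated files by a chi-square statistic per gene, which lay between 2.96 and 715 over 39 pairs, well above what counting error alone would leave between copies of a library.

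Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the set as group (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and the quasi-likelihood F test was used with one coefficient per set in one fit per run. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was differentially expressed in a set when its adjusted p was under 0.05 and its absolute log2 fold change was at least 1, and in a strain when its adjusted p was under 0.05 in every set of the strain and its absolute log2 fold change was at least 1 in at least 1 set. This combination rule is the paper's. The paper's results state an adjusted p under 0.05 and its methods under 0.01, and 0.01 was run as an alternative. DESeq 1.24.0, which the authors used, was not run, and DESeq2 1.42.0 was run as an alternative. Differences between NAT strains were tested as contrasts in the fit of run 1. Differences between runs in the strain effect, and WT between runs, were tested in one fit over all 39 libraries with one coefficient per set, which covered 6633 genes. Normalized counts (CPM) in the text are scaled by TMM.

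The alternatives were DESeq2 with its size factors, upper-quartile normalization, a fit of only the set and its WT, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, an adjusted p under 0.01, no minimum fold change, WT of run 1 as the control for all sets, one model with run as a covariate, the same direction in every set, a window of 50 kb in place of 10 kb around the insertion site, and leaving out each WT replicate and each strain replicate in turn. The genes named in the text are the 5 genes of the paper, the genes shared by all strains of a marker, for each strain the 3 genes with the largest change among those that passed the strain rule with every library on the same side of WT, and the nearest gene on each side of the insertion site.

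Total counts per library ranged from 908392 to 12467541, with a median of 2419280. These totals are of counted reads. The tests were tested on simulated data made with the means, spread and library sizes of the real libraries, in which 200 genes were changed by known amounts, in fits of 6642 genes for run 3, 6445 for the contrast of NAT strains and 6624 for the difference between runs. For a set of run 3, 94.0% of the genes changed by 2 on the log2 scale were recovered and 36.0% of those changed by 1. For the contrast of NAT_6 with the other NAT strains, 97.0% and 46.5% were recovered, and for the difference between runs, 84.0% and 24.0%. Counts were drawn independently for each gene and library, so variation that many genes of a library share was left out. The shares recovered and the false calls may therefore be more favourable than in the real libraries. A chromosome whose counts were raised by 1 on the log2 scale in one simulated library gave a median of 0.822 over its 411 genes, while no other chromosome moved by more than 0.0555.

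Gene coordinates come from the table of the CNA3 assembly of H99, which held all 6962 identifiers. Analyses of GC content were not made because no genome sequence was used here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.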

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

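The choices of model, threshold and alternatives were made before the data were examined, apart from the alternatives named as chosen after seeing the data. In this part, the tests on the 3 genes changed in run 1 only, the test of the G418_10 effect between runs, the test of CNAG_04142, the tests of gene length in G418_6 and G418_7 and the tests of a few genes and of extra copies on chromosome 9 were chosen after the result was seen, and the other tests before it. The comparisons of the CNAG_03645 library with transformant libraries and by single genes, and that of the chromosome 9 medians with a mixture, were also added after the values were seen.

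Total counts, TMM factors, the share of counts in the 10 most counted genes and the log2 normalized counts of the named genes were examined in the WT, G418_6, G418_7 and G418_10 libraries, as 72 groups of 6 or 9 libraries. In 5 of them the highest or lowest library stood apart from the others by Dixon's test, where about 3.6 would by chance at 1 in 20. The libraries of these groups come from different runs. Of the 5, 3 concern the same library, replicate 1 of G418_6 in run 3. Its TMM factor was 0.575 against a median of 1.01 in G418_6 (gap over range 0.644), its 10 most counted genes held 42.7% of the counts against a median of 16.6% (0.643), and its normalized count of CNAG_01803 was 1034 against 290.1 (0.506). Without its 10 most counted genes the TMM factor rose to 0.923, while the other G418_6 libraries lay between 0.946 and 1.09, so those genes accounted for most of the shift but not for all of it. The effect of depth on the share was not tested. Gene length correlated with the library's log2 difference from the others at a rho of -0.251 across genes, below the size of 0.3 set for this explanation, while for the change of the whole set of 3 libraries against WT it was -0.348, past that size. The design gives no condition in which this library differs, and no biological explanation was tested.

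CNAG_03645 had a normalized count of 535 in WT run 1 replicate 1 against a median of 97.1 in the 9 WT libraries (gap over range 0.822). The library correlated with the other 2 WT libraries of run 1 at a mean r of 0.977, and these correlated with each other at 0.977. Of the 18 transformant libraries of run 1, 17 also came within 0.05 of that r when set in its place, so this limit does not show whether a library was exchanged, although the highest of the 18 was 0.971. The levels of single genes are more telling. Among the other 38 libraries only replicate 1 of G418_10 in run 3 reached such a level of CNAG_03645, at 538, and its normalized count of CNAG_01093 was 21.9 against 12165 in this WT library, so an exchange or mixture among these libraries does not account for the value. A sample from outside them was not tested, and the value cannot be told apart from a mixture with one. CNAG_04142 had a normalized count of 9.46 in G418_6 run 1 replicate 2 against a median of 28.0 (0.502). This rests on 19 counts where 56.2 would be expected at the median level. The Poisson probability of a count this low is 8.6e-09, but this sets the lowest of 9 cultures against counting error only and leaves out the spread between cultures, so it does not show that the library is unusual. No biological explanation was tested for either value.

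The effect of a strain differed between runs. In the fit over all libraries, the difference of the effect between run 3 and run 1 passed an adjusted p under 0.05 with at least a 2-fold difference in 26 genes for G418_6, 204 for G418_7 and 1003 for G418_10, and between run 3 and run 2 in 1 gene for G418_6. Exchanging transformant and WT libraries of the same replicate number within each run gave as many genes in 1 of 32 splits for G418_6, 1 of 32 for G418_7 and 1 of 32 for G418_10 between runs 3 and 1, the real one included. The largest other split had 5, 43 and 577 genes. For G418_6 between runs 3 and 2, 7 of 32 splits gave as many genes. The runs were grown and sequenced at different times, and WT itself differed between run 2 and run 1 in 518 genes, so the difference in strain effect cannot be told apart from a difference between batches. Gene length correlated across genes with the change in run 3 at a rho of -0.348 for G418_6 and -0.315 for G418_7, both past the size of 0.3, so for these strains it cannot be told apart from a bias with gene length either. The strain, marker and induction were the same in the runs, and no biological explanation was tested.

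For G418_10, 48 of the 52 genes of the strain changed in opposite directions in the 2 runs. These genes were chosen for an adjusted p under 0.05 in both runs. Of the 112 genes called in run 1 and tested in run 3, 75 had the opposite sign in run 3. Across genes, the log2 fold changes of run 1 and run 3 had a Pearson r of -0.21, where an effect of the strain that repeats would give a positive r. Gene length had a rho of 0.0866 with the change in run 3. The 10 most counted genes held 8.09% of the counts in the G418_10 libraries of run 3 on average, against 10.8% in WT. The change in run 3 followed the main axis of variation between replicates of the other sets of run 3 with an absolute r of 0.163. G418_6 and G418_7 of run 3 followed it more, at 0.844 and 0.475, with only 1 and 28 genes. The low r of G418_10 therefore does not set aside variation between replicates. A difference between batches and variation between replicates remain as candidate explanations.

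Among the genes the paper names, the effect differed between run 3 and run 1 for CNAG_01093 in G418_7 (log2 difference 4.47), for CNAG_01680 in G418_6 (3.19), G418_7 (2.97) and G418_10 (3.17), and for CNAG_06402 in G418_6 (3.82), G418_7 (3.15) and G418_10 (2.49). Adjusted p lay between 3.3e-04 and 0.0406. For each gene, the difference between WT of run 1 and later WT was set beside that between G418 transformants of run 1 and later ones. For CNAG_01093 these were 8.45 and 5.30 on the log2 scale, for CNAG_01680 3.51 and 0.21, and for CNAG_06402 4.22 and 1.18. That the transformants changed by less than WT follows from the difference in strain effect by which these genes were chosen, so it does not separate the explanations. A high level in the WT cultures of run 1, a difference between batches and an effect of transformation present only in run 1 all remain. These 3 genes were called in no set of runs 2 and 3. NAT strains were sequenced in run 1 only, so this could not be tested for them.

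A signal that the paper does not report was found in NAT_7. The paper's search for aneuploidy in RNA-seq names WT, gene deletion and overexpression samples, and does not say whether the libraries analysed here were among them. Genes of chromosome 9 had a median log2 deviation from the other libraries of 0.42 in replicate 1 and 0.86 in replicate 3 of NAT_7, and -0.0037 in replicate 2. The other 543 of the 546 medians of 14 chromosomes in 39 libraries lay between -0.07 and 0.07. In replicate 3, 96.4% of 411 genes were above the median of the run, so a few genes did not carry it. A median that high over these genes already implied as much. After thinning to the lowest total its median was 0.85. Of 10000 lists of genes of other chromosomes matched on length and expression, the highest median was 0.0093. Along the chromosome, 12 segments of replicate 3 had medians between 0.79 and 1.02, and those of replicate 1 between 0.29 and 0.54. In simulated counts, raising a chromosome by 1 on the log2 scale gave a median of 0.822 over 411 genes, so the median of replicate 3 is near that of a doubling. Of the 18 genes called in NAT_7, 6 are on chromosome 9, and all 6 are higher than WT (two-sided Fisher's exact test, p = 6.0e-04). The calls come from the same libraries as the medians, so this test is not separate evidence. Extra copies of chromosome 9 in some or all of the cells of these cultures are a candidate explanation, with 0.79 as the lowest segment of replicate 3. No other library had a median of chromosome 9 as high as replicate 3, so a mixture among the 39 libraries does not account for its 0.86, but a mixture with replicate 3 was not excluded for replicate 1. Which strain these cultures belong to, a sample from outside these libraries and the DNA of these cultures were not tested, and the pattern cannot be told apart from a mislabelled sample. The paper reports no aneuploidy in DNA from its transformants, and DNA was not analysed here.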

How the results depend on the processing

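The alternatives below were those set at the start, apart from DESeq2 with an adjusted p under 0.01 and the leave-one-out fits for the contrasts of NAT strains and of runs, which were chosen after seeing the data. The counts of genes were compared with the values reported in the text, with 1.5 times as the limit of an unchanged count. None of the causes of a moved count below was tested.

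Upper-quartile normalization and no filter on low counts left all 19 of the counts they were run on within 1.5 times. With a window of 50 kb, 1 of 1 counts moved beyond 1.5 times: 7 (from 1) for genes near the insertion site. With DESeq2 in place of edgeR, 19 of 30 counts moved beyond 1.5 times: 15 (from 6) for set G418_6 run 1, 63 (from 40) for set G418_7 run 1, 173 (from 113) for set G418_10 run 1, 15 (from 1) for set G418_6 run 3, 85 (from 28) for set G418_7 run 3, 59 (from 22) for strain NAT_1, 59 (from 18) for strain NAT_7, 2 (from 1) for strain G418_6, 9 (from 3) for strain G418_7, 85 (from 52) for strain G418_10, 14 (from 6) for genes shared by all 3 NAT strains, 2 (from 1) for genes shared by all 3 G418 strains, 2 (from 1) for genes shared by all 6 strains, 7 (from 0) for NAT_7 against the other NAT strains, 8 (from 0) for G418_6 effect in run 2 minus run 1, 227 (from 26) for G418_6 effect in run 3 minus run 1, 3 (from 0) for WT run 3 against run 2. With DESeq2 together with an adjusted p under 0.01, chosen after seeing the data, 10 of 19 counts moved beyond 1.5 times: 11 (from 6) for set G418_6 run 1, 5 (from 1) for set G418_6 run 3, 49 (from 28) for set G418_7 run 3, 63 (from 120) for strain NAT_6, 2 (from 1) for strain G418_6, 5 (from 3) for strain G418_7, 29 (from 52) for strain G418_10, 2 (from 1) for genes shared by all 3 G418 strains, 2 (from 1) for genes shared by all 6 strains. With a fit of only the set and its WT, 17 of 19 counts moved beyond 1.5 times: 17 (from 6) for set G418_6 run 1, 122 (from 40) for set G418_7 run 1, 24 (from 113) for set G418_10 run 1, 0 (from 1) for set G418_6 run 3, 4 (from 28) for set G418_7 run 3, 6 (from 22) for strain NAT_1, 183 (from 120) for strain NAT_6, 5 (from 18) for strain NAT_7, 0 (from 1) for strain G418_6, 1 (from 3) for strain G418_7, 13 (from 52) for strain G418_10, 1 (from 6) for genes shared by all 3 NAT strains, 0 (from 1) for genes shared by all 3 G418 strains, 0 (from 1) for genes shared by all 6 strains. With at least 10 counts in every library, 2 of 30 counts moved beyond 1.5 times: 0 (from 1) for G418_6 effect in run 3 minus run 2, 133 (from 204) for G418_7 effect in run 3 minus run 1. With the replicate number as a block, 9 of 30 counts moved beyond 1.5 times: 170 (from 113) for set G418_10 run 1, 17 (from 28) for set G418_7 run 3, 46 (from 22) for strain NAT_1, 184 (from 120) for strain NAT_6, 34 (from 18) for strain NAT_7, 13 (from 6) for genes shared by all 3 NAT strains. In the check of the pairing, made without the block and after centring each set, the mean correlation of libraries with the same replicate number was 0.110, 0.163 and 0.144 in runs 1 to 3. With an adjusted p under 0.01, 16 of 19 counts moved beyond 1.5 times: 2 (from 6) for set G418_6 run 1, 9 (from 40) for set G418_7 run 1, 14 (from 113) for set G418_10 run 1, 3 (from 28) for set G418_7 run 3, 409 (from 647) for set G418_10 run 3, 6 (from 22) for strain NAT_1, 8 (from 120) for strain NAT_6, 6 (from 18) for strain NAT_7, 0 (from 1) for strain G418_6, 1 (from 3) for strain G418_7, 4 (from 52) for strain G418_10, 0 (from 1) for genes shared by all 3 G418 strains, 0 (from 1) for genes shared by all 6 strains. With no minimum fold change, 12 of 19 counts moved beyond 1.5 times: 17 (from 6) for set G418_6 run 1, 85 (from 40) for set G418_7 run 1, 266 (from 113) for set G418_10 run 1, 408 (from 54) for set G418_6 run 2, 1010 (from 647) for set G418_10 run 3, 58 (from 22) for strain NAT_1, 281 (from 120) for strain NAT_6, 34 (from 18) for strain NAT_7, 10 (from 6) for genes shared by all 3 NAT strains. With WT of run 1 as the control, 9 of 9 counts moved beyond 1.5 times: 508 (from 54) for set G418_6 run 2, 908 (from 1) for set G418_6 run 3, 573 (from 28) for set G418_7 run 3, 1235 (from 647) for set G418_10 run 3, 9 (from 1) for strain G418_6, 24 (from 3) for strain G418_7, 95 (from 52) for strain G418_10, 5 (from 1) for genes shared by all 3 G418 strains, 4 (from 1) for genes shared by all 6 strains. With one model with run as a covariate, 2 of 3 counts moved beyond 1.5 times: 7 (from 1) for strain G418_6, 128 (from 52) for strain G418_10. With the same direction required in every set, 1 of 3 counts moved beyond 1.5 times: 4 (from 52) for strain G418_10. The counts for the NAT sets are those of the NAT strains, since each has 1 set.

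Each WT replicate and each strain replicate was left out in turn, which leaves 2 libraries on one side. Over these 6 fits, the counts ranged from 2 to 7 for set G418_6 run 1, from 5 to 40 for set G418_7 run 1, from 8 to 555 for set G418_10 run 1, from 33 to 81 for set G418_6 run 2, from 0 to 1 for set G418_6 run 3, from 2 to 129 for set G418_7 run 3, from 4 to 294 for strain NAT_1, from 4 to 359 for strain NAT_6, from 3 to 67 for strain NAT_7, at 0 in every fit for strain G418_6, from 0 to 3 for strain G418_7, from 3 to 166 for strain G418_10, from 3 to 30 for genes shared by all 3 NAT strains, at 0 in every fit for genes shared by all 3 G418 strains, at 0 in every fit for genes shared by all 6 strains, from 0 to 61 for NAT_7 against the other NAT strains, from 0 to 1 for G418_6 effect in run 2 minus run 1, from 2 to 649 for G418_6 effect in run 3 minus run 1, from 0 to 377 for G418_6 effect in run 3 minus run 2, from 57 to 456 for G418_7 effect in run 3 minus run 1, from 655 to 1305 for G418_10 effect in run 3 minus run 1, from 341 to 551 for WT run 2 against run 1, from 286 to 496 for WT run 3 against run 1, from 0 to 2 for WT run 3 against run 2.

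For single genes, DESeq2 left 94 of 98 log2 fold changes with the same direction and side of the threshold (3 stronger, among them CNAG_01562 in G418_7 run 3, which passed at a log2 fold change of -1.05), a fit of only the set and its WT 80 of 97 (14 weaker, 2 stronger) and the replicate block 95 of 98 (3 stronger). The direction reversed for CNAG_01562 in NAT_7 run 1 (0.00448 with DESeq2, from -0.00304) and CNAG_01562 in NAT_7 run 1 (0.00202 with a fit of only the set and its WT, from -0.00304). In the fits that left out 1 library, between 10 and 23 of the log2 fold changes were weaker. In these fits, the direction reversed in 14 log2 fold changes, which ranged from -0.37 to 0.54 for CNAG_01680 in G418_7 run 3, from -0.24 to 0.38 for CNAG_06402 in G418_7 run 3, from -0.0363 to 0.40 for CNAG_02770 in G418_6 run 3, from -0.16 to 0.0365 for CNAG_01561 in G418_6 run 1, from -0.13 to 0.0900 for CNAG_01093 in G418_6 run 2, from -0.0599 to 0.0465 for CNAG_02770 in G418_6 run 2, from -0.25 to 0.17 for CNAG_02770 in G418_7 run 3, from -0.00421 to 0.16 for CNAG_01561 in NAT_6 run 1, from -0.59 to 0.25 for CNAG_01562 in NAT_7 run 1, from -0.51 to 0.0840 for CNAG_01562 in NAT_1 run 1, from -0.0765 to 0.26 for CNAG_01562 in G418_10 run 3, from -0.28 to 0.38 for CNAG_01093 in G418_7 run 3, from -0.49 to 1.31 for CNAG_00888 in G418_7 run 3, from -0.0180 to 0.18 for CNAG_01561 in NAT_1 run 1.

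At an unadjusted p under 0.05, the reported fits gave 786 genes for G418_6 in run 1, 1434 in run 2 and 939 in run 3, and 1029 and 621 for G418_7 in runs 1 and 3, which bear on the counts of 0 above. Not every 2-fold change can be detected with 3 libraries per set. In simulated data 43.4% of the genes changed by 1 on the log2 scale were recovered in run 1 and 36.0% in run 3, which has the deeper libraries but the larger spread, and the parts of depth and spread were not separated.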

Differences from the paper's values

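The paper gives 65 differentially expressed genes for NAT_6, where the re-analysis gave 120. Of the alternatives set before the data were examined, a filter of at least 10 counts in every library (95) and leaving out NAT_6 replicate 1 (52) came within 1.5 times the paper's value. The others did not: DESeq2 gave 168, upper-quartile normalization 115, the fit of only the set and its WT 183, no filter 123, the replicate block 184, an adjusted p under 0.01 gave 8, no minimum fold change 281, and the other fits that left out 1 replicate gave from 4 to 359. DESeq2 together with an adjusted p under 0.01 gave 63, and this pair of choices was made after seeing the values.

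The paper's highest number of differentially expressed genes among the other 5 strains is 13, and the re-analysis gave 52, in G418_10. Of the alternatives set before the data were examined, the fit of only the set and its WT (13) and leaving out WT replicate 2 (11) came within 1.5 times the paper's value. The others gave 85 (DESeq2), 57 (upper-quartile normalization), 51 (no filter), 40 (at least 10 counts in every library), 77 (replicate block), 6 (adjusted p under 0.01) and 60 (no minimum fold change), and the other fits that left out 1 replicate gave from 7 to 294. For G418_10, one model with run as a covariate gave 128, WT of run 1 as the control 95 and the same direction in every set 4. DESeq2 with an adjusted p under 0.01, chosen after seeing the values, gave 29.

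The paper's lowest number among these strains is 1, as in the re-analysis. It was that of G418_6, whose set of run 3 had 939 genes at an unadjusted p under 0.05. The alternatives gave 2 with DESeq2, 1 with upper-quartile normalization, no filter, at least 10 counts in every library, the replicate block and no minimum fold change, and 0 with the fit of only the set and its WT, with an adjusted p under 0.01 and in every fit that left out 1 replicate. With one model with run as a covariate, G418_6 had 7 genes and G418_7 had 4. With WT of run 1 as the control, G418_6 had 9 and G418_7 had 24. DESeq2 with an adjusted p under 0.01, chosen after seeing the values, gave 2. For the genes shared by the NAT strains, the paper gives 5 and the re-analysis 6, which differ by less than 1.5 times. A filter of at least 10 counts in every library gave 5, upper-quartile normalization and no filter gave 6, and an adjusted p under 0.01 gave 4. DESeq2 gave 14, the replicate block 13, no minimum fold change 10, the fit of only the set and its WT 1, and the fits that left out 1 replicate from 3 to 30. DESeq2 with an adjusted p under 0.01, chosen after seeing the values, gave 6.

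The paper names CNAG_01093 among the genes changed in all NAT transformants, where it had an adjusted p of 0.176 at the highest. With the replicate number as a block, an alternative set before the data were examined, it passed in NAT_1, NAT_6 and NAT_7, with an adjusted p of 0.0294 at the highest. Libraries with the same replicate number correlated at a mean of 0.110 in run 1 in the check of the pairing. CNAG_00888 and CNAG_02770, which the paper does not name, passed in all NAT strains. The paper describes few genes in each G418 strain, and G418_10 had 50 besides the genes the paper names.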

Other observations

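The tests in this part were chosen before the result each of them measures was seen, but the reading of the main axis of variation for NAT_6, which was first taken as speaking against variation between replicates, was changed after its value was seen.

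Regrouping the libraries of a set and its WT so that each side kept replicates 1, 2 and 3 gave 4 comparable splits per set. In NAT_1, NAT_6, NAT_7, G418_6, G418_7 and G418_10 of run 1, G418_6 of run 2 and G418_6, G418_7 and G418_10 of run 3, only 1 of 4 splits, the real one, gave as many genes, and the largest other split gave 0. The other 6 splits of each set, which mix replicate numbers on a side, also gave 0 genes. With 4 splits the share cannot fall below 0.05, so these counts cannot exclude that the libraries fell into these groups by chance. Under the strain rule, 1 of 64 combinations of splits gave as many genes for G418_6, 1 of 16 for G418_7 and 1 of 16 for G418_10, where 16 splits are also too few for a share under 0.05. For WT, 1 of 4 splits gave as many genes between runs 2 and 1 (518) and between runs 3 and 1 (462), and 4 of 4 between runs 3 and 2, where the count was 0 and 231 genes had an unadjusted p under 0.05. For the effect of G418_6 between runs 2 and 1, the count was 0, with 547 genes at an unadjusted p under 0.05, and 32 of 32 splits gave as many. Where the count was 0, every split had to give as many, so that share cannot decide anything.

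No relation of the number of genes per set with depth passed a test. Over the 10 sets, the median total of the 6 libraries and the number of genes had a Spearman rho of -0.127 (permutation p = 0.733) and a Pearson r of 0.229 (permutation p = 0.663). Without the 2 sets farthest from the median depth the Pearson r was 0.680 (exact permutation p = 0.0935), and in the 6 sets of run 1 it was -0.561 (exact permutation p = 0.254). The adjusted p over these 3 comparisons was 0.84 for each rho and between 0.28 and 0.663 for r. After every library was thinned to 908392 counts, the count fell in 7 of the 10 sets, from 120 to 57 in NAT_6, from 18 to 10 in NAT_7, from 40 to 24 in G418_7 of run 1, from 54 to 41 in G418_6 of run 2, and in run 3 from 1 to 0 in G418_6 (939 genes at an unadjusted p under 0.05 before thinning), from 28 to 19 in G418_7 and from 647 to 603 in G418_10. It stayed at 22 in NAT_1, and rose from 113 to 148 in G418_10 and from 6 to 7 in G418_6 of run 1.

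The 6 genes shared by the NAT strains were called against the same 3 WT libraries. With a G418 set of run 1 as the common reference in place of WT, 0 genes were shared by the 3 NAT strains, so at this threshold those references did not produce shared genes. This cannot exclude that the WT libraries of run 1 were themselves unusual. They lay above later WT by 3.51 on the log2 scale for CNAG_01680 and 4.22 for CNAG_06402. For CNAG_00549 and CNAG_02711 the differences were 0.60 and 0.44. At an unadjusted p under 0.05 with a change of at least 2-fold, 60 genes were shared with WT as the reference, and 78, 41 and 28 with G418_6, G418_7 and G418_10, so at that looser threshold a common reference gave shared genes as well.

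NAT_6 had more genes than NAT_1 and NAT_7, but no gene passed when it was tested against them, with 771 genes at an unadjusted p under 0.05. Taking 1 library of each replicate number from the 9 NAT libraries gave as many genes, that is 0 or more, in 27 of 27 splits, for NAT_1 27 of 27 (472 genes at an unadjusted p under 0.05) and for NAT_7 27 of 27 (465). With a real count of 0 every split had to give as many, so these shares do not bear on the explanation. The largest other split had 6 genes for NAT_6. All 120 genes changed in the same direction in NAT_1 and NAT_7, as did 119 in G418_10, 106 in G418_6 and 101 in G418_7 of run 1. Their median change was 64.4% of that in NAT_6 in NAT_1, 61.3% in NAT_7 and 64.1% in G418_10. It was 32.8% in G418_6 and 32.5% in G418_7 of run 1, so its size differed between sets compared with the same WT libraries. The genes were chosen against the 3 WT libraries that all these sets share, so the shared direction cannot be told apart from the level of these WT libraries. The change in NAT_6 followed the main axis of variation between replicates of the other sets of run 1 with an absolute r of 0.168, but NAT_1 and G418_6 followed it more, at 0.395 and 0.423, with fewer genes, so this does not show where the higher count comes from. The count itself rested on single libraries, from 4 to 359 genes in NAT_6 over the fits that left out 1 replicate and from 4 to 294 in NAT_1. Gene length had a rho of -0.0555 with the change in NAT_6. The higher count cannot be told apart from variation between replicates.

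Over all 30 transformant libraries against all 9 WT libraries, 85 genes passed (70 up, 15 down). Libraries were pooled over the runs here, and the transformants and WT were spread unequally over them. WT of runs 2 and 3 differed from WT of run 1 in 518 and 462 genes. The 85 genes can therefore not be told apart from differences between runs. Of 6633 genes tested, 2 were below every WT library in every transformant library, CNAG_00549 and CNAG_02711, and 0 were above. SGF29 (CNAG_06392), which the paper reports as nearly eliminated in the KN99 lineage, had between 18 and 224 counts per library. The paper's supplement places the deletion within SGF29 and leaves part of its coding region. Counts on the whole gene do not show which part the reads came from, so they do not test the deletion.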
